A study of Mus musculus with 2304 samples. Its data were reported in "Ras drives malignancy through stem cell crosstalk with the microenvironment" (2022).

How the data were processed

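Single cells of mouse squamous cell carcinomas (SCCs) driven by HRAS-G12V had been sorted into 96-well plates and sequenced with Smart-seq2, a plate-based method that covers whole transcripts. The 2304 wells filled 24 plates and came from 3 mice, 2 males and 1 female, called mouse 1 (male), mouse 2 (male) and mouse 3 (female) here. Per the labels, each well belonged to 1 of 4 sorted groups: integrin-high mCherry-positive, integrin-high mCherry-negative, integrin-low, and lineage-positive. The integrin-low group came from mice 2 and 3, and every other group came from all 3 mice. The authors aligned the paired reads with STAR to mouse build GRCm38 joined with the ERCC spike-in sequences, quantified transcripts with Salmon and summed them to genes with Tximport. The authors deposited estimated counts per gene, which need not be whole numbers, and TPM values per gene, which are relative to transcript length and to the cell's total. In the deposited tables, 8.843% of the estimated counts above 0 were not whole within a tolerance of 1e-06, and every TPM column summed to 1000000. Each table held 55335 genes, 92 spike-ins and 3 transgenes (mCherry, rtTA3 and HRAS-G12V). All 2304 columns were matched to a well by its title.

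Gene IDs were paired with symbols and positions from GENCODE mouse release 21, which uses GRCm38. Of the IDs, 54587 matched with their version, 567 matched without it and 181 had no match. Spike-ins held 0.421% of all estimated counts and were left out of library sizes, gene tests and counts of genes detected. A gene was called detected in a cell at a log2(TPM + 1) of at least 1. Epithelial cells were kept with at least 2500 genes detected and a Krt14 log2(TPM + 1) of at least 7, which are the filters the study states. Lineage-positive cells were kept with at least 2500 genes detected and no Krt14 criterion. This kept 1500 epithelial cells and 66 lineage-positive cells. With any TPM above 0 taken as detected, 1503 epithelial cells passed, made of 845 mCherry-positive, 500 mCherry-negative and 158 integrin-low cells. Wells were meant to hold 1 sorted cell each. No doublet caller was run, so kept wells with more than 1 cell are not ruled out.

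Mice, and not cells, were the replicates. Estimated counts were summed over the kept cells of each mouse and group and rounded to whole numbers. The sums were fitted with edgeR 4.0.16 in R 4.3.3 (glmQLFit and glmQLFTest, with TMM factors), with the mouse as a block. The 8 sums of the epithelial groups were fitted together, so that they shared the estimate of the spread. The lineage-positive and mCherry-negative sums were fitted apart, as were the sums of integrin-high cells with and without Lepr. Genes detected in at least 5% of the kept cells were tested. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1. Lepr itself was left out of the count of genes called between Lepr-positive and Lepr-negative cells, because it defined these classes. The mouse numbers pair the sums because equal numbers mark the same animal. The deviations of the paired sums from their group means correlated across genes at 0.447, 0.443 and 0.508 for the mCherry fractions, at 0.0816, 0.0372 and 0.0737 for lineage-positive against mCherry-negative cells, and at 0.281, 0.307 and 0.309 for the Lepr classes.

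Gene lists were tested with camera in limma 3.58.1 (two-sided, preset inter-gene correlation 0.01), with Benjamini-Hochberg adjustment over the 12 tests of 6 lists in 2 comparisons. The TGFβ target list was made of commonly used SMAD targets. The 4 lists named for the study hold genes that the study had picked wholly or partly from these same cells. They are its stem cell signature, the signature's subset found raised in SCC (43 genes), its angiogenesis genes and its PI3K-AKT genes. For the signature, the study overlapped genes of a cluster of these cells with TGFβ-responsive genes of SCC basal cells from other samples. It took the rise to SCC from other samples too. Tests of these 4 lists are therefore not independent evidence. The last list held PI3K-AKT genes that the study found in other samples, namely grafted tumours with and without Lepr. Lepr was left out of every list.

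The share of cells with a transcript and the mean number of genes detected were computed per mouse and compared between groups with two-sided exact permutation tests. The smallest p these tests can give is 0.1 for 3 mice against 3 and 0.1 for 2 against 3. Shares over pooled cells carry 95% Clopper-Pearson intervals, and a share of 0 is given with the limit that 3 counts would set. Smart-seq2 reads carry no molecular identifiers, so intervals and limits cover counting error only. To compare depths, each cell's reads were thinned to 75857, the 10th percentile of kept cells. This left out 150 shallower epithelial cells, of which 112 were mCherry-positive, 25 mCherry-negative and 13 integrin-low.

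Kept epithelial cells were clustered without the mCherry, HRAS-G12V, Lepr and Lep transcripts. Genes more variable than the fitted spike-in noise were selected (10453 of 12801) and reduced to the 296 principal components that held 50.0% of their variance. A graph of the 300 nearest neighbours was clustered with the Louvain method of igraph 0.11.9 at the lowest resolution that gave 3 clusters, 0.8. The CSC-like and suprabasal-like clusters were named from marker genes fixed in advance, and the third is called the remaining cluster. Statistics other than edgeR and limma used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and statsmodels 0.14.6, and figures used matplotlib 3.10.9.

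The groups, filters, tests, thresholds, lists, markers, rule for named genes and alternatives were fixed before the data were examined, except where a choice is said to have been made later. The genes named are those the study names for these cells, the antigens of the sort, sex-linked genes, TGFβ ligands, and up to 5 genes per direction with the largest called change, a mean log2 CPM of at least 4 and the same direction in every mouse, leaving out unnamed gene models, pseudogenes, and ribosomal and mitochondrial genes. CPM values are counts of the sums relative to 1000000 counts, scaled with the TMM factors. The alternatives were other normalization factors, DESeq2 1.42.0, limma on the mean log2(TPM + 1) per mouse, cells scaled to equal totals, other gene and cell filters, no mouse block, other detection limits, other cluster settings, other ways to choose Lepr-negative cells, and leaving out each mouse.

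The steps were tested on simulated data in which 200 genes were changed by a log2 fold of 2. For the gene comparisons, changed genes were drawn only from those with a mean log2 CPM above 2. Counts were drawn from edgeR's own fitted model. Recovery of weaker genes, such as mCherry with a mean log2 CPM of 1.56, and under other noise was therefore not tried. In the simulated mCherry comparison, over 12801 genes, 200 of these genes were called. The simulated integrin-low comparison, over 12801 genes, called 195 (97.5%). In the simulated lineage-positive comparison, over 13071 genes, 81 (40.5%) were called. The simulated Lepr comparison, over 12813 genes, called 200. Unchanged genes were called 11, 7, 10 and 7 times in the same order. The selection of variable genes found 193 of 200 simulated genes (96.5%) among 13419 genes, together with 1421 others, and clustering of 3 simulated classes over 1614 genes put 99.7% of cells right.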

Results

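Single-cell transcriptomes were collected from invasive SCCs of 3 mice. In these animals, a lentivirus had carried a nuclear mCherry reporter of TGFβ signalling together with rtTA3, the activator through which doxycycline turns on the HRAS-G12V transgene. Basal tumour cells were sorted as integrin-high and either mCherry-positive (1152 wells) or mCherry-negative (576 wells). Integrin-low cells (288 wells) served as the differentiated, suprabasal reference. Lineage-positive cells (288 wells) carried antigens of endothelial cells, immune cells, melanocytes or mesenchymal cells. The total estimated count per well ranged from 30 to 1936148, with a median of 234442. After filtering, 843 mCherry-positive cells remained (208, 337 and 298 in mice 1, 2 and 3), with 500 mCherry-negative cells (186, 165 and 149), 157 integrin-low cells (70 and 87 in mice 2 and 3) and 66 lineage-positive cells (37, 11 and 18). On 3 plates, under 30% of the 96 wells passed, apart from the lineage-positive plates: 25 and 14 wells on mCherry-positive plates of mouse 1 and 8 wells on an integrin-low plate of mouse 3. Kept epithelial cells had a median of 6740 genes detected. Summed per mouse and group, the epithelial estimated counts ranged from 25477575 to 252475441, and the lineage-positive ones from 2062444 to 16659425.

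The first comparison asked how basal cells with an active TGFβ reporter differ from those without. The mCherry transcript was detected in 61.6% ± 6.41 (SD, n = 3) of mCherry-positive cells and in 18.9% ± 13.5 (SD, n = 3) of mCherry-negative cells. This difference was larger than the spread between mice, and the two-sided exact permutation test gave p = 0.1, the smallest p that 3 mice against 3 allow. After thinning to equal reads the shares were 32.4% ± 7.35 and 4.75% ± 3.82 (SD, n = 3 each), the largest move of any alternative tried. The rtTA3 transcript, which rides on the same vector and drives the oncogene, was detected in 71.6% ± 4.63 of mCherry-positive and 33.0% ± 17.5 of mCherry-negative cells (SD, n = 3 each, exact permutation p = 0.1). HRAS-G12V was detected in 24.1% ± 10.4 and 14.2% ± 0.299 of these cells (SD, n = 3 each, exact permutation p = 0.4). The study lists rtTA3 under its own PGK promoter, so the fractions differed in a vector transcript outside the reporter. Fewer cells with the vector, or lower vector output, among mCherry-negative cells stay open. This comparison therefore cannot separate TGFβ signalling from the vector. No well of the 66 kept lineage-positive cells had any of the 3 vector or transgene transcripts, which allows a share of up to 4.55% for each, at a median of 4900 genes detected per cell.

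**Figure D1:**
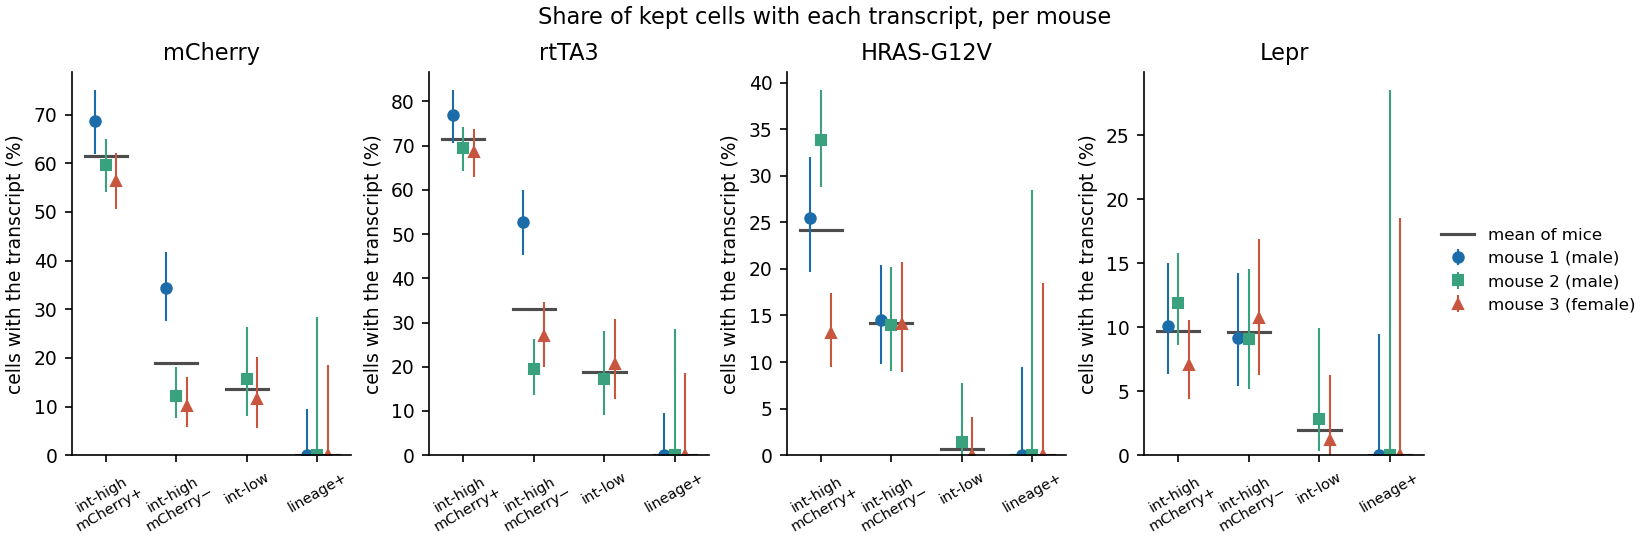
Share of kept cells (%) in which mCherry, rtTA3, HRAS-G12V and Lepr were detected, per mouse and sorted group, with 95% Clopper-Pearson intervals as vertical lines and the mean of mice as a horizontal line. The mCherry shares lie between 56.4% and 68.8% in the mCherry-positive fraction and between 10.1% and 34.4% in the mCherry-negative fraction, while the Lepr shares of these fractions overlap.

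Leptin receptor (Lepr) transcripts were detected in 9.67% ± 2.44 of mCherry-positive cells and 9.66% ± 0.937 of mCherry-negative cells (SD, n = 3 each, exact permutation p = 1). Over all 1343 integrin-high cells, 130 were Lepr-positive (9.68%, 95% Clopper-Pearson interval 8.15% to 11.4%). The difference between the fractions, 0.0145 percentage points, was smaller than the spread between mice, and its sign changed when any TPM above 0 was taken as detected (-0.178). In 3 of 157 integrin-low cells Lepr was detected, a mean of 2.00% ± 1.21 (SD, n = 2), against 9.66% ± 0.937 (SD, n = 3) of mCherry-negative cells (exact permutation p = 0.1, the smallest possible for 2 mice against 3). Thinned to equal reads, the integrin-low and mCherry-negative shares were 0.610% and 4.84%. The ligand gene Lep was detected in 1 of 1343 integrin-high cells. The number of genes detected per cell was 6494 ± 140 in mCherry-positive and 6546 ± 556 in mCherry-negative cells (SD, n = 3 each, exact permutation p = 0.9), a difference below the spread between mice.

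Between mCherry-positive and mCherry-negative cells, edgeR's quasi-likelihood test called 2 of 12801 genes, both higher in mCherry-positive cells, and 957 genes had an unadjusted p under 0.05. The count depended on the method: DESeq2 called 107 genes, of which 6 were lower, limma on mean log2(TPM + 1) called 2, of which 0 were shared, and edgeR without the mouse block called 0, with 383 genes at an unadjusted p under 0.05. Leaving out mouse 1 or mouse 3 gave 0 calls by edgeR, with 275 and 1399 genes at an unadjusted p under 0.05, and leaving out mouse 2 gave 38. Nptx1 (chromosome 11, 119538719 to 119547753, GRCm38) was called, with 29.1 ± 16.4 CPM against 8.87 ± 4.43 CPM (SD, n = 3 each), a log2 fold change of 1.67 (SE 0.15, edgeR adjusted p = 0.0436) and a higher value in 3 of 3 mice. The other called gene, Tmprss11b, lay below the expression level set for naming genes and was chosen after its values were seen; its log2 fold change was 2.18 (SE 0.22, edgeR adjusted p = 0.0475).

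The mCherry transcript itself had a log2 fold change of 2.92 (SE 0.33, edgeR adjusted p = 0.0586) and rtTA3 of 1.87 (SE 0.23, edgeR adjusted p = 0.0586), each higher in 3 of 3 mice and short of the threshold. Of 14 alternatives, 8 called mCherry and 4 called rtTA3, while Nptx1 and Tmprss11b each lost their call in 6. HRAS-G12V stood at 16.5 ± 6.70 CPM in mCherry-positive and 7.07 ± 6.04 CPM in mCherry-negative cells (SD, n = 3 each), with a log2 fold change of 1.51 (SE 0.28, edgeR adjusted p = 0.199), and was called in 4 of 14 alternatives. Krt6b was higher in 3 of 3 mice with a log2 fold change of 1.34 (SE 0.21, edgeR adjusted p = 0.193) and was called in 3 of 14. For Vegfa the log2 fold change was 0.77 (SE 0.21, edgeR adjusted p = 0.490), again higher in 3 of 3 mice. Lepr had a log2 fold change of -0.14 (SE 0.52, edgeR adjusted p = 0.968), with a lower value in 1 of 3 mice, and its sign changed under limma on mean log2(TPM + 1) (0.018), without the Krt14 criterion (0.080) and without mouse 3 (0.43).

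The gene lists addressed which programmes follow the reporter sort, which also parted cells by vector transcripts. The TGFβ target list, with 23 genes tested, had a median log2 fold change of 0.14 between mCherry-positive and mCherry-negative cells, with 15 genes higher (camera adjusted p = 0.0663). With each cell scaled to the same total this p was 0.00909. Of the study's stem cell signature, 100 genes were tested and 92 were higher in mCherry-positive cells, with a median log2 fold change of 0.45 (camera adjusted p = 5.94e-22). In its SCC subset, made of signature genes raised from papilloma to SCC, 39 of 42 genes were higher, with a median of 0.72 (camera adjusted p = 8.85e-20). The angiogenesis list had 26 of 31 genes higher and a median of 0.19 (camera adjusted p = 4.70e-05). For the PI3K-AKT list, 21 of 23 genes were higher, with a median of 0.36 (camera adjusted p = 1.32e-04). In the grafted-tumour PI3K-AKT list, 15 of 22 genes were higher and the median was 0.17 (camera adjusted p = 0.299). None of these 4 adjusted p under 0.05 stayed below it under fry or with the correlation estimated from the data.

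Over all genes tested, edgeR called 0 genes of the stem cell signature between the mCherry fractions, where 957 of all genes had an unadjusted p under 0.05 and DESeq2 and limma called 107 and 2 of all genes. Adjusted over the list alone, edgeR called 5 genes of the signature and 7 of its SCC subset. In the grafted-tumour list, 1 gene was called when adjusted over the list alone, and 0 were called in the TGFβ, angiogenesis and PI3K-AKT lists. Because the study chose its lists wholly or partly on these cells, the counts adjusted over the list alone are not independent evidence. The medians per mouse ranged from 0.10 to 0.85 for the signature, with mouse 3 the lowest.

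**Figure D2:**
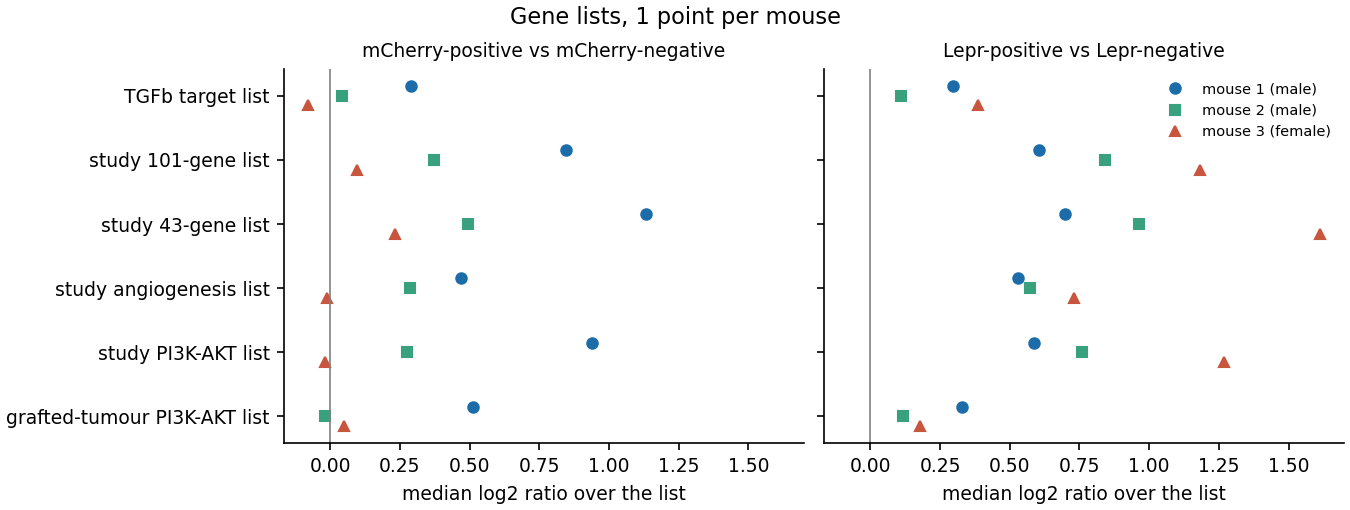
Median log2 ratio over the genes of each list, named in the plot for its number of genes where it is the signature or its SCC subset, 1 point per mouse, between mCherry-positive and mCherry-negative cells (left) and between Lepr-positive and Lepr-negative cells (right). In the right panel all points lie above 0, and in the left panel mouse 3 lies between -0.080 and 0.23.

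Integrin-low cells were compared with mCherry-negative integrin-high cells, both sorted without reporter signal, to set the suprabasal reference against basal cells. edgeR's quasi-likelihood test called 1821 of 12801 genes, 862 higher and 959 lower in integrin-low cells. Without the mouse block it called 1171, and without mouse 2 it called 1150, which left integrin-low cells of 1 mouse. The sorted antigens followed the labels: Itga6 fell by 1.84 on the log2 scale (SE 0.18, edgeR adjusted p = 6.47e-04) and Itgb1 fell by 3.11 (SE 0.31, edgeR adjusted p = 7.13e-04), each lower in 2 of 2 mice. The differentiation gene Krt6b rose by 3.02 (SE 0.25, edgeR adjusted p = 5.20e-04). Among the largest changes that met the naming rule, Krt10 rose by 5.99 (SE 1.04) and Postn by 5.12 (SE 1.09). Padi3 changed by -7.30 (SE 0.44) and Mmp13 by -7.11 (SE 0.85). For these genes the edgeR adjusted p ranged from 2.52e-04 to 0.0140. Postn differed most among them between mice 2 and 3, with log2 ratios of 6.77 and 3.00. Of 8 markers of the CSC-like cluster described below, 5 were called lower in integrin-low cells, among them Hmga2 at -6.25 (SE 0.35, edgeR adjusted p = 2.29e-04), 2 were not called, and Cd200 was called higher by 1.23 (SE 0.37, edgeR adjusted p = 0.0481), in 2 of 2 mice. The Cd200 log2 ratios were 0.90 and 1.00 in mice 2 and 3, both below the fitted value. Cd200 lost its call in 8 of 14 alternatives, among them leaving out mouse 1, 2 or 3 (log2 fold changes of 0.96, 1.43 and 1.30).

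HRAS-G12V was detected in 1 of 157 integrin-low cells (0.637%, 95% Clopper-Pearson interval 0.0161% to 3.50%). Per mouse this was 0.714% ± 1.01 (SD, n = 2), against 14.2% ± 0.299 (SD, n = 3) of mCherry-negative cells (exact permutation p = 0.1, the smallest possible). Its log2 fold change was -7.36 (SE 0.68, edgeR adjusted p = 5.55e-04), with 0.0463 ± 0.0656 CPM (SD, n = 2) against 7.07 ± 6.04 CPM (SD, n = 3). The estimate rests on a single integrin-low cell, and across the alternatives it ranged from -12.45 to -0.73. The rtTA3 transcript was detected in 18.9% ± 2.51 (SD, n = 2) of integrin-low and 33.0% ± 17.5 (SD, n = 3) of mCherry-negative cells (exact permutation p = 0.5), which was within the spread between mice. Within the same mice this difference was -4.20 percentage points, against -14.1 with mouse 1 among the mCherry-negative cells. For mCherry the shares were 13.6% ± 2.98 (SD, n = 2) and 18.9% ± 13.5 (SD, n = 3), with p = 0.9 in the exact permutation test, and the sign of this difference changed after thinning and within the same mice (0.520 and 2.51 percentage points). Lepr had a log2 fold change of -2.30 (SE 0.79, edgeR adjusted p = 0.0763). Its size differed widely between mice 2 and 3, with log2 ratios of -0.92 and -4.52. With 1 mouse left out, the log2 fold change of Lepr ranged from -4.72 to -0.973. It was called lower in 3 of 14 alternatives. Without the Krt14 criterion it was 1.64, and Lepr was detected in 5.51% ± 1.64 (SD, n = 2) of integrin-low cells. That alternative only adds wells below the criterion, so these wells turned the sign. Of the 10 added integrin-low wells, 9 had at least 3 markers of 1 stromal type.

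Lineage-positive cells were compared with mCherry-negative integrin-high cells as a check of the sort. edgeR's quasi-likelihood test called 3527 of 13071 genes, 1483 higher and 2044 lower, and the alternatives called 2503 to 4990. The median log2 fold change of all genes was -0.41, so single changes are to be read against it. Ptprc, which encodes the leukocyte antigen of the sort, rose by 10.17 (SE 0.57, edgeR adjusted p = 4.40e-06) to 104 ± 29.4 CPM (SD, n = 3). C1qa rose by 12.69 (SE 0.58) and Cd83 by 12.26 (SE 0.73), and Krt14 and Itga6 fell by 8.89 (SE 0.43) and 5.45 (SE 0.50), with edgeR adjusted p of at most 4.92e-05 and the same direction in 3 of 3 mice for each. These 66 cells came mostly from wells with immune transcripts: 66 had at least 3 immune markers, 1 had 3 endothelial markers and 1 had 3 fibroblast markers.

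The study also compared basal cells by their Lepr level. Of the 1343 kept integrin-high cells, 130 had a Lepr log2(TPM + 1) of at least 1 and 1213 did not. By sort, 63.1% of Lepr-positive and 62.7% of Lepr-negative cells were mCherry-positive, and the mCherry transcript was detected in 55.4% and 44.4% of them. Lepr-positive cells had a median of 7399 genes detected, against 6814 in Lepr-negative cells. edgeR's quasi-likelihood test called 275 of 12812 genes, 115 higher and 160 lower in Lepr-positive cells. Choosing 130 Lepr-negative cells matched on genes detected moved this most: edgeR then called 0 genes, with 1493 at an unadjusted p under 0.05. In the main comparison DESeq2 called 420 genes and limma on mean log2(TPM + 1) called 197. Without mouse 3 the count was 54, without the mouse block it was 3 (1 higher, 2 lower), and within the mCherry-positive fraction alone it was 1.

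Splitting the same cells on each of 20 other genes with a similar share of positive cells (9.61% to 9.68%) called a median of 7 genes, and 1 of the 20 called more than Lepr did. This gene was Doc2b, whose split called 603 genes, and it was chosen for mention after its values were seen. When as many Lepr-negative as Lepr-positive cells were drawn at random from the same plates, a comparison added after the data were seen, 20 draws called a median of 69 genes and from 1 to 206.

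**Figure D3:**
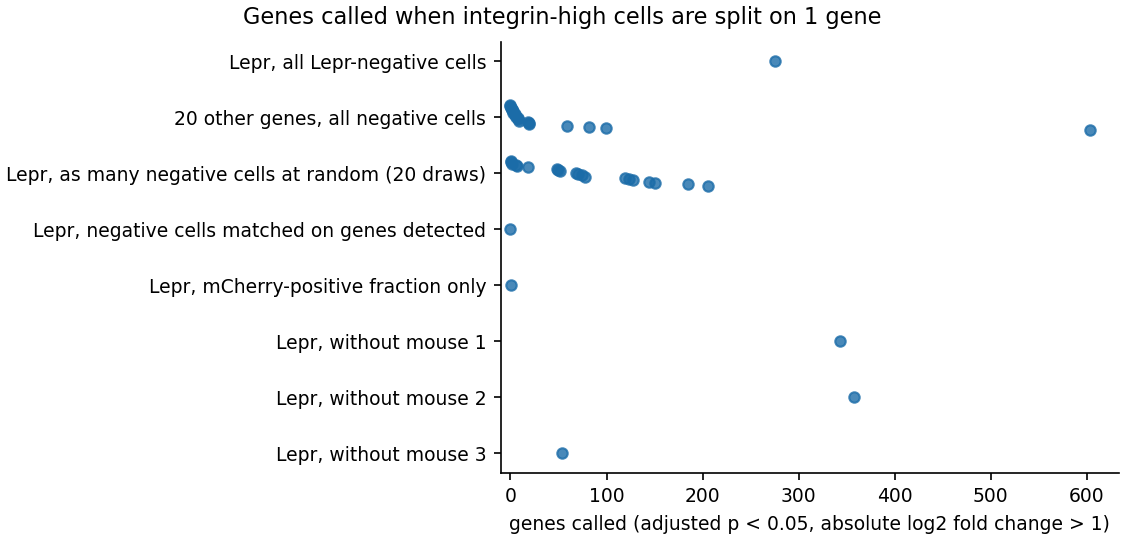
Number of genes called by edgeR (x axis) when integrin-high cells were split on Lepr or on each of 20 other genes, or when the Lepr-negative cells or the mice were chosen differently (y axis), 1 point per fit. The Lepr split called 275 genes, the 20 other splits a median of 7, and the split with negative cells matched on genes detected called 0.

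Among genes the study names, Hmga2 was higher in Lepr-positive cells with a log2 fold change of 1.76 (SE 0.23, edgeR adjusted p = 0.0153), Pthlh of 1.51 (SE 0.31, edgeR adjusted p = 0.0440) and Cd200 of 1.10 (SE 0.12, edgeR adjusted p = 0.0132), each in 3 of 3 mice. Of the other signature genes the study names, Krt18, St8sia1, Tnfaip2 and Pcolce2 were also called higher. Ccnd1 and Ccnd2 stayed below the fold change threshold (0.77 and 0.80). Krt8, Mmp14, Mmp1a, Rgs16 and Cd80 were not called (edgeR adjusted p from 0.0739 to 0.294), and Krt8, Mmp1a and Rgs16 were each lower in 1 of 3 mice. Krt6b was lower by a log2 fold change of -1.65 (SE 0.18, edgeR adjusted p = 0.0134). Vegfa was higher in 3 of 3 mice by 0.67 (SE 0.13, edgeR adjusted p = 0.0399), below the fold change threshold. Among the largest changes that met the naming rule, Col4a2 (log2 fold change 2.15, SE 0.28) and Fst (1.54, SE 0.19) were higher and Krt1 (-5.74, SE 0.81) and Tgm3 (-3.34, SE 0.30) lower, with edgeR adjusted p from 0.0102 to 0.0171. The antigen gene Pecam1 was higher by 2.32 (SE 0.32, edgeR adjusted p = 0.0166). The log2 fold change of mCherry was 0.51 (SE 0.20, edgeR adjusted p = 0.232) and that of HRAS-G12V was 0.85 (SE 0.37, edgeR adjusted p = 0.286), called in 2 of 16 alternatives. All genes called here lost that status when negative cells were matched on genes detected, where edgeR called 0 and 1493 genes had an unadjusted p under 0.05. Of the 275 genes called, 261 were tested there, with a median log2 fold change of 1.39 in the direction first found. In the 20 random draws this median was 1.62 (from 1.23 to 1.80), and 19 draws lay above the matched value. All these fits share the Lepr-positive cells in which the genes were called.

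All 6 lists had a median above 0 between Lepr-positive and Lepr-negative cells. The TGFβ target list had a median log2 fold change of 0.30, with 18 of 23 genes higher (camera adjusted p = 4.04e-04). All 100 tested genes of the signature were higher, with a median of 0.89 (camera adjusted p = 4.79e-71), and edgeR called 26 of them over all genes tested and 37 adjusted over the list alone. Small camera p for this list were common: of the splits on 20 other genes, 16 had an unadjusted p under 0.05, 9 with the list higher and 7 with it lower. The median was larger in size than for Lepr in 1 of the 20, Doc2b (1.32), and at most 0.50 in size in the others. Its SCC subset had a median of 1.11 (camera adjusted p = 1.60e-44), with 17 and 24 genes called in these 2 ways. The angiogenesis list had 29 of 31 genes higher and a median of 0.53 (camera adjusted p = 1.65e-20), and the PI3K-AKT list had 22 of 23 genes higher and a median of 0.85 (camera adjusted p = 6.12e-27). The grafted-tumour list had a median of 0.19 with 15 of 23 genes higher (camera adjusted p = 0.0256). None of these 6 adjusted p stayed under 0.05 under fry or with an estimated correlation. With negative cells matched on genes detected all 6 stayed under it: the medians were 0.44 for TGFβ targets (camera adjusted p = 1.70e-06), 0.77 for the signature (1.26e-49), 0.96 for its SCC subset (7.75e-31), 0.50 for angiogenesis (3.63e-14), 0.80 for PI3K-AKT (4.60e-22) and 0.48 for the grafted-tumour list (8.12e-04).

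Clustering asked whether the reporter and Lepr marked the same basal cells. The cluster called CSC-like, for cancer stem cells, held 695 of 1500 cells, and 8 of its 8 markers had their highest mean there. It was led by Hist2h3b, Pdpn and Fst, and its 10 leading genes also held Hist1h2ap and Ccna2, which are cell cycle genes, and none of the 8 markers. The suprabasal-like cluster held 200 cells, with 10 of 10 markers highest in it. The remaining cluster, with 605 cells, had a median of 5334 genes detected, against 7511 in CSC-like cells. It was led by Apoe, Fcgbp and Postn, and its 10 leading genes also held Clca3a2, higher like Postn in integrin-low cells, and Sprr2a2, a differentiation gene. Of 6 basal markers, 0 had their highest mean there, 5 had it in the CSC-like cluster and 1 in the suprabasal-like cluster. Of 157 integrin-low cells, 102 were in the remaining cluster, 48 in the suprabasal-like cluster and 7 in the CSC-like cluster.

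Among integrin-high cells, 688 of 1343 were CSC-like (51.2%). The mCherry transcript was detected in 50.7% ± 4.04 of CSC-like cells and 34.6% ± 4.88 of cells in the remaining cluster (SD, n = 3 each, exact permutation p = 0.1, the smallest possible). After thinning, these shares were 21.2% ± 5.90 and 17.1% ± 2.74 (SD, n = 3 each, exact permutation p = 0.3), so that the difference fell within the spread between mice. In the suprabasal-like cluster, 59.2% of 152 integrin-high cells had the mCherry transcript, against 51.0% of CSC-like cells over all mice. By mouse, these shares were 68.1% and 52.3%, 40% and 53.7%, and 53.8% and 46.1% in mice 1, 2 and 3. Lepr was detected in 13.5% ± 1.46 of CSC-like cells and 4.94% ± 0.131 of cells in the remaining cluster (SD, n = 3 each, exact permutation p = 0.1). Thinned shares were 6.89% ± 1.37 and 2.98% ± 1.26 (SD, n = 3 each, exact permutation p = 0.1).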

Values the study reported

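The study reported 1,504 single-cell transcriptomes after quality control, made of 159 integrin-low, 500 mCherry-negative and 845 mCherry-positive cells, with about 7,500 genes detected per cell. It found mCherry transcript in 57% of cells of its cluster C2, the cluster enriched for cancer stem cell markers, and in 35% of its other basal cluster. From C2 and TGFβ signalling it derived a signature of 101 transcripts, 43 of which rose at the transition to SCC. It also placed Lepr-expressing cells within C2 and reported a large overlap with reporter-positive cells. The clusters above were built anew, so they need not hold the same cells as C2. Among cells kept here, Lepr-positive and Lepr-negative cells were sorted as mCherry-positive in like shares. The mCherry transcript was more common in the Lepr-positive ones.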

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

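All tests of explanations in this part were chosen after the results were seen. In each result below, both males (mice 1 and 2) moved one way and the female (mouse 3) the other. In every case the difference was not tested, because 2 males and 1 female allow no test of sex. Of 44 contrasts examined per mouse, 7 had this pattern. Signs drawn at random would give it in 25.0% of contrasts, but this rate is no yardstick here. Some genes were named for moving alike in every mouse, others mark the sort, and lists share genes. Sex stays open as a biological explanation throughout and cannot be separated here from the single female animal or its plates.

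HRAS-G12V was detected in a larger share of mCherry-positive than mCherry-negative cells in the males, by 11.0 and 19.9 percentage points, while the female differed by -1.01. After every cell was thinned to the same reads, the female difference was 1.64 percentage points and the males' were 9.30 and 13.4. Neither female value exceeds counting error: Fisher's exact test between the fractions (two-sided) gave p = 0.770 before and 0.680 after thinning, against 0.00826 and 1.37e-06 in the males before it. Depth and counting error therefore both stay open for the opposite sign. The summed expression gave no such sign: HRAS-G12V was higher in mCherry-positive cells in 3 of 3 mice, with log2 ratios of 1.48, 0.79 and 2.29, so no order is read from the share in the female.

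The share of Lepr-positive cells was higher in the mCherry-positive fraction of the males, by 0.956 and 2.78 percentage points, and lower in the female (-3.69). The log2 ratio of Lepr expression followed the same split, at 0.38 and 0.47 in the males and -1.08 in the female. Thinning left the female at -2.02 and the males at 0.522 and 2.69. Fisher's exact test (two-sided) in the female gave p = 0.204 before and 0.405 after thinning. Depth, counting error and a difference of this mouse therefore cannot be told apart with 21 Lepr-positive mCherry-positive cells and 16 Lepr-positive mCherry-negative cells. In the males the same test gave p = 0.865 and 0.447 before thinning, so their differences do not exceed counting error either.

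Between the mCherry fractions, the median log2 ratio of the TGFβ target list was 0.29 and 0.04 in the males and -0.080 in the female. For the study's PI3K-AKT list it was 0.94 and 0.28 in the males and -0.019 in the female, and for its angiogenesis list 0.47, 0.29 and -0.013. Scaling between libraries moves all genes of a mouse alike, so ranks were compared. In the female, the genes of all 3 lists ranked below the other genes, but narrowly: a list gene was the higher one in 47.6%, 48.3% and 49.0% of pairs with another gene, in the order above (two-sided rank-sum p = 0.694, 0.783 and 0.844). This does not separate the lists from the other genes of the female, so the scaling stays open for their sign. In the males, the shares of such pairs ranged from 57.7% to 83.6%. The lowest, for the TGFβ target list in mouse 2, was not separated from the other genes either (two-sided rank-sum p = 0.199). The other shares in the males had p of at most 0.0103 in this test.

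HRAS-G12V expression was higher in Lepr-positive than Lepr-negative cells of the males, with log2 ratios of 1.66 and 1.26, and lower in the female (-0.54). The share of cells with the transcript did not follow that split: it was 27.0% in Lepr-positive and 12.2% in Lepr-negative cells of the female (two-sided Fisher's exact test p = 0.0202), 31.6% and 19.1% in mouse 1, and 45.5% and 25.1% in mouse 2. A candidate explanation is that a few Lepr-negative cells of the female held most of the HRAS-G12V reads.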

How the results depend on the processing

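Alternatives chosen only after the data were seen were the random draws of Lepr-negative cells; the others below were planned. Where a result changed, the cause was not tested unless it follows from how the alternative was built.

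Between the mCherry fractions edgeR called 2 genes (957 at an unadjusted p under 0.05). DESeq2 called 107, edgeR without a filter on low genes 200, with filterByExpr 6, with at least 5000 genes detected per cell 8, and with only the 2 groups compared 17. Dropping the mouse block gave 0 (383 at an unadjusted p under 0.05), as did dropping the Krt14 criterion (966 at an unadjusted p under 0.05). Leaving out 1 mouse gave 0 to 38, with 38 without mouse 2 and 0 without mouse 1 or mouse 3 by edgeR (275 and 1399 at an unadjusted p under 0.05). RLE factors, limma, cells scaled to the same total and no fold change threshold gave 2, 2, 3 and 2, but limma and equal totals shared 0 genes with these 2.

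For integrin-low against mCherry-negative cells the count fell from 1821 to 1171 without the mouse block, and was 1150 to 1770 with 1 mouse left out, lowest without mouse 2, where the lone integrin-low sum is assumed to vary like the other groups. The 12 other alternatives stayed within 1.5 times. All 12 alternatives for lineage-positive cells did too, from 2503 to 4990 genes. Limma on mean log2(TPM + 1) moved the split between higher and lower genes: 220 higher and 1022 lower in integrin-low cells (862 and 959 by edgeR), 1041 and 3431 in lineage-positive cells (1483 and 2044), and 169 and 28 in Lepr-positive cells (115 and 160). On that scale the median of all genes was -0.17, -0.37 and 0.15 in the same order, against -0.01, -0.41 and -0.02 by edgeR.

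Between Lepr-positive and Lepr-negative cells the 275 genes became 3 without the mouse block, 420 with DESeq2, 513 without a gene filter, 545 without a fold change threshold, 1 within the mCherry-positive fraction, and 0 by edgeR with negative cells matched on genes detected (1493 at an unadjusted p under 0.05), where all 6 lists kept direction and stayed under 0.05. Random draws of as many negative cells called a median of 69, so fewer cells alone lowered the count, and splits on 20 other genes a median of 7. With 1 mouse left out it was 54 to 358, lowest without mouse 3.

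Of 102 list results under alternatives, 73 kept their direction and side of 0.05, 24 lost significance, 4 gained it and 1 reversed. Under fry the adjusted p in the mCherry comparison rose to 0.122 (stem cell signature), 0.101 (its SCC subset), 0.192 (angiogenesis) and 0.271 (PI3K-AKT), and in the Lepr comparison to 0.101 for these 4 lists and 0.113 for the TGFβ target and grafted-tumour lists. With an estimated correlation these were 0.199, 0.163, 0.248 and 0.248 in the mCherry comparison, and in the Lepr comparison 0.163 for the 4 lists, 0.240 for TGFβ targets and 0.248 for the grafted-tumour list. The TGFβ target list in the mCherry comparison passed 0.05 with cells scaled to the same total (0.00909) and without mouse 3 (0.0205 to 0.586 with 1 mouse left out). PI3K-AKT lost it without mouse 1 (up to 0.127, from 6.18e-08). The grafted-tumour list in the mCherry comparison passed without a gene filter (0.0324) and without mouse 2 and reversed without mouse 1 (0.0310 to 0.602), and in the Lepr comparison failed without a gene filter (0.296, where its median was -0.10 although the test pointed up), with equal totals (0.0551) and without mouse 1 (0.00843 to 0.109). Without the mouse block, Nptx1 and Tmprss11b in the mCherry comparison, Krt10, Krt6b, Postn and Cd200 in integrin-low cells, and all genes named above as called in the Lepr comparison lost their call in the same direction; the block changed no other call of a list or named gene.

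Differences in shares or genes detected kept their direction in 43 of 49 results of the comparisons fixed in advance and in 37 of 40 for the HRAS-G12V, rtTA3 and integrin-low mCherry shares; 6 and 3 reversed. The Lepr share between the mCherry fractions changed sign with any TPM above 0 (-0.178 percentage points) and ranged from -1.37 to 1.87 with 1 mouse left out. Genes detected per cell changed sign after thinning (178) and with at least 5000 genes (81.7), and ranged from -211 to 215. The mCherry share between integrin-low and mCherry-negative cells changed sign after thinning (0.520 percentage points), in the mice paired as a block (2.51) and without mouse 1 (-10.7 to 2.51). Between clusters, 30 nearest neighbours reduced the Lepr difference to 1.21 and the mCherry difference to 6.29 percentage points; with them the 8 CSC markers split 4 to 4 between the CSC-like and remaining clusters, so the cluster name fails there. Exact sign flips within mice cannot go below p = 0.25 with 3 mice or 0.5 with 2, and the permutation tests not below 0.1, so no p speaks to stability.

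Among named genes, 431 of 517 results kept direction and call, 58 lost a call, 24 gained it and 4 reversed. In the mCherry comparison, mCherry gained a call in 8 of 14 alternatives (adjusted p 1.50e-14 to 0.765) rtTA3 and HRAS-G12V in 4 each and Krt6b in 3, while Nptx1 and Tmprss11b lost theirs in 6. Lepr in integrin-low cells gained a call in 3, and HRAS-G12V in the Lepr comparison in 2 of 16. Cd200 in integrin-low cells lost its call in 8, among them leaving out each mouse (0.96 to 1.43). Those reversed were Lepr between the mCherry fractions under limma (0.018), without the Krt14 criterion (0.080) and without mouse 3 (-0.42 to 0.43 with 1 mouse left out), and Lepr in integrin-low cells without the Krt14 criterion (1.64). Depth limits the shares: thinning lowered the mCherry share of mCherry-positive cells from 61.6% to 32.4% and the Lepr share from 9.67% to 5.23%.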

Other observations

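The tests of Y-linked genes, of HRAS-G12V in integrin-low cells, of Pecam1 and of genes detected in the Lepr comparison were chosen after the results were seen; the tests of splits, plates, other genes, Krt14-low wells and sex labels were written beforehand.

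Whether other splits of the 6 sums call as many genes was counted for 3 comparisons. For the mCherry fractions, 1 of 10 splits called as many genes, the real one, and the same 1 of 10 held for Lepr-positive against Lepr-negative cells and for lineage-positive against mCherry-negative cells. The 9 other splits called 0 genes each by edgeR, including those among the 4 that part every pair of a mouse. With 10 splits the share cannot go under 0.1, so chance cannot be excluded by this count alone. Plates and fractions cannot be told apart in the mCherry comparison, because no plate holds both. Plates 3 and 4 against plates 1 and 2 within the mCherry-positive fraction gave 0 genes by edgeR (500 at an unadjusted p under 0.05; no other tool was run), where the mCherry fractions fitted in the same form, without integrin-low sums, gave 17 (1464 at an unadjusted p under 0.05).

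The Lepr split might call genes only because any gene with a like share of positive cells would. Of 20 other genes split in the same way, 1 called as many as the 275 of Lepr, with a median of 7, which argues against that as a general cause. With negative cells matched on genes detected, edgeR called 0 genes (1493 at an unadjusted p under 0.05), while 20 unmatched draws of as many cells called from 1 to 206, so fewer cells alone lower the count. If the difference in genes detected were the whole cause, the 130 matched Lepr-negative cells would differ from the other 1083 as the Lepr-positive cells do. In these Lepr-negative cells the median log2 fold change of the called genes, in the direction first found, was 0.29, where 20 random draws gave from -0.13 to 0.45, against 1.69 for Lepr-positive cells, a value raised by the choice of genes. The TGFβ target list, which was not chosen from these cells, had a median of -0.098 there (draws from -0.11 to 0.10), against 0.30. These values argue against genes detected as the whole cause. A part of the fold changes stays open to it, since 19 of 20 random draws gave larger ones than matched cells.

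Of the integrin-high wells with at least 2500 genes, 8 fell below the Krt14 criterion. All 8 had at least 3 markers of 1 stromal type (6 endothelial, 3 fibroblast, 0 immune), against 0.893% of kept integrin-high cells, and 1 of the 8 had HRAS-G12V. Cells of another type in the sort are a candidate explanation for these 8 wells, and no biological explanation was tested. Among integrin-low wells, 9 of 10 below the criterion had such markers. With wells below the criterion included, Lepr-positive integrin-high cells rose from 38, 55 and 37 to 39, 56 and 40 in mice 1, 2 and 3. Whether stromal RNA adds to Lepr in kept cells was not tested.

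Judged by Xist on male plates and Y-linked genes on female plates, 0 of 24 plates went against the labelled sex. Xist was detected in at most 6.74% of cells on a male plate and at least 87.5% on a female plate, and any of 4 Y-linked genes (Ddx3y, Eif2s3y, Kdm5d and Uty) in at most 2.60% on a female plate. A lack of Y-linked genes on a male plate was not counted. Their share was as low as 7.14% on a plate of mouse 1 with 14 kept cells.

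In integrin-high cells of mouse 1, a male, Y-linked transcripts were scarce. After thinning to the same reads, 17.1% of its cells had a Y-linked read (95% Clopper-Pearson interval 13.4% to 21.4%), against 71.1% in mouse 2, which argues against depth. Cells of a female mouse would carry Xist, which was detected in 8 of the 309 cells without a Y-linked transcript (2.59%), against 96.2% of the female's cells. A uniformly lower level would spread Y-linked reads over all cells independently. Instead, 7.99% of the thinned cells had reads of 2 or more Y-linked genes, where shuffling each gene among cells of a plate gave 2.68% (95% range 1.38% to 4.13%), with p = 1e-04, the smallest that 10000 shuffles can give (one-sided). In mouse 2 this share was 30.8% and the shuffled one 30.7% (p = 0.508). A hypothesis is that many tumour cells of mouse 1 may have lost the Y chromosome or its expression. Of 37 lineage-positive cells of mouse 1, 45.9% had a Y-linked transcript, against 100% of 11 in mouse 2, so an origin outside the tumour cells stays open.

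HRAS-G12V was nearly undetected in integrin-low cells. After thinning, it was found in 1 of 144 integrin-low cells (0.694%) and 22 of 294 mCherry-negative cells of the same mice (7.48%, two-sided Fisher's exact test over cells p = 0.00214), so depth does not account for it. The test treats cells as independent, which they are not within a mouse. Fewer cells with the vector is argued against by rtTA3, which was detected in 19.1% of integrin-low and 22.9% of mCherry-negative cells of these mice. Among rtTA3-positive cells, HRAS-G12V was found in 0 of 30 integrin-low (which allows up to 10%) and 16 of 72 mCherry-negative cells (22.2%, p = 0.00262 by the same test). Reads of the mouse Hras gene counted as the transgene would follow that gene, yet 1 of 124 integrin-low cells with Hras had HRAS-G12V, against 40 of 285 mCherry-negative cells (14.0%). A lower transgene output in suprabasal cells is consistent with these values, as a hypothesis. No plate held both groups, so a difference between plates stays open.

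Pecam1, an endothelial gene, was detected in 265 of 1343 kept integrin-high cells and was higher in Lepr-positive cells. Whole endothelial cells would bring other endothelial transcripts, but 2.64% of these cells (7) had 2 or more of 5 other endothelial markers (Cdh5, Kdr, Tek, Emcn and Egfl7), against 0.0928% of cells without Pecam1 and 13 of 13 Krt14-low wells with Pecam1. The median Pecam1 log2(TPM + 1) was 3.41 in the kept cells and 9.44 in the Krt14-low wells. Traces of endothelial RNA are harder to exclude. Cdh5 was detected in 4.53% of the cells with Pecam1 and 0.278% of those without, and Egfl7 in 37.0% and 21.0%, so Egfl7 is not specific here. Over all kept integrin-high cells, the mean Pecam1 TPM was 0.535% of its mean in Krt14-low wells with Pecam1. For Cdh5 this was 0.0754%, or 0.141 of the Pecam1 value (95% bootstrap interval 0.0392 to 0.268), and for Tek 0.00865%, both below what endothelial RNA would need to supply all the Pecam1. For Kdr (0.177%) and Emcn (0.239%) the intervals of this ratio were wide, at 0.00501 to 0.809 and 0.00167 to 1.22. Endothelial RNA may therefore explain part of the signal, and low Pecam1 expression by the epithelial cells themselves also stays open.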
